A study of Homo sapiens with 16 samples. Its data were reported in "Pan-cancer analysis of tissue and single-cell HIF-pathway activation using a conserved gene signature" (2022).

How the data were processed

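ChIP-seq with antibodies against HIF-1α and HIF-2α was performed by the authors in A549, HCT116, PC3 and T47D cells kept in 0.5% oxygen for 16 hours, and 1 peak list per library was used here. Libraries of HIF-1β, RNA-seq and the study's other cell lines were not used here. Groups were taken from the sample labels, as combinations of cell line and isoform, giving 8 groups of 2 replicates. The labels state no sequencing batch or date.

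The authors trimmed adapters, aligned reads to GRCh37 with BWA, removed reads of low mapping quality, reads in blacklisted regions and duplicates, and called peaks in each library separately with MACS in control mode. The version of MACS and the control library are not stated. The score deposited by the authors with each peak is the peak caller's own; its lowest value was between 50 and 50.15 in every list, as a single significance threshold would give, and its scale is not stated. It was used only to rank or filter peaks. Peak names were numbered without gaps in each list, so that the later filters of the study, which combined a second peak caller, read counts, replicates and HIF-1β, had not been applied to the lists. Counts of sites given here are accordingly those of single-caller lists.

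The deposited lists contain no read totals, so the sequencing depth of each library is unknown, and a shorter list may reflect lower depth as much as less binding. The number of peaks per library, from 275 to 4505, sets the counting precision of shares; their Wilson 95% intervals cover counting error only. Of the 23398 peaks, 29 (0.124%) were not on chromosomes 1 to 22, X or Y and were left out of distances and motif counts. On these chromosomes, 0 peaks ended beyond the length of the GRCh37 sequence.

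Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 was used. Peaks were called overlapping when they shared at least 1 bp. Sites of a group were the merged peaks found in both of its replicates, and sites of groups were merged again by the same rule for comparisons between isoforms and cell lines. Genes and transcripts were taken from GENCODE release 44 mapped to GRCh37. Distance was measured from the centre of a peak or site to the nearest start site of a protein-coding transcript, and log10 values were taken after adding 1. A site was called intergenic when its centre was outside the representative transcript of every protein-coding gene. RCGTG was searched on both strands in the central 200 bp and in windows 5000 bp to each side. For control windows matched on CpG, the expected share of each peak centre was the mean over all flanking windows of the 16 libraries with the same number of CpG dinucleotides, counts of 20 or more being pooled. This departs from the plan, which was to draw matched windows at random.

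The isoforms were compared with two-sided exact permutation tests that exchanged the isoform labels of the 4 libraries of each cell line in all 1296 combinations, with the mean over cell lines of the difference between isoforms as the statistic, or its variance over cell lines in a one-sided test. Similarity of lists was tested over the 81 splits of each cell line's libraries into pairs, and the motif excess by exact sign flips over the 16 libraries. These 7 tests were adjusted together by the Benjamini-Hochberg method with a threshold of 0.05. Tests over sites used 100000 resamples of ranks, and intervals over sites came from 1000 bootstrap draws of chromosomes. Sites in several cell lines were compared with a log-linear independence model fitted to the observed combinations. The functions were tested on simulated data. In 400 simulated sets of 16 libraries the exact test called 4.5% with no difference, and 99.8% with a difference of 0.5 and an SD of 0.2 between replicates.

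Tests, alternatives and the rule for naming sites were fixed before the data were examined. Named were the 10 sites with the highest mean percentile rank of score among those in both replicates of all 8 groups, the best-ranked site of each isoform in each cell line with no peak of the other isoform in either of its libraries, and the 5 genes of the study's list of 48 with sites in the fewest groups. Alternatives comprised a stricter score threshold of 74.55 (the median of all peaks), equal numbers of peaks (the 275 best of each library), a reciprocal overlap of 50%, peaks of either replicate, other sets of start sites, other window sizes, pairing by replicate number, cell lines as units, and leaving out each library and each cell line. The excess of RCGTG over CpG-matched windows between isoforms, the comparison of distances without HCT116 and the tests of variance with the mean isoform difference taken out were added after the data were seen.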

Results

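Binding of the hypoxia-inducible factors HIF-1 and HIF-2 was mapped by chromatin immunoprecipitation followed by sequencing (ChIP-seq), which recovers the DNA attached to a protein of interest and lists the stretches of genome, called peaks, where that DNA piles up. The lists analysed here came from 16 libraries of 4 human cancer cell lines: A549 (lung carcinoma), HCT116 (colorectal carcinoma), PC3 (prostate carcinoma) and T47D (breast carcinoma). Cells had been kept in 0.5% oxygen for 16 hours, and chromatin was precipitated with an antibody against either HIF-1α or HIF-2α, the alternative oxygen-regulated subunits of the 2 factors, which are called isoforms below. Each of the 8 combinations of cell line and isoform had 2 replicate libraries. The lists held 23398 peaks in all. Read depth is not known from them, so that a peak missing from a list may lie below the authors' threshold and is not evidence of absent binding.

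The first question was how many peaks each antibody gave. Libraries held between 275 and 4505 peaks. In HCT116 the HIF-1α libraries held 4485 ± 28.3 peaks (mean ± SD, n = 2) and the HIF-2α libraries 1083 ± 257 (n = 2). In PC3 the HIF-1α libraries held 2465 ± 1341 peaks (n = 2) and the HIF-2α libraries 783 ± 718 (n = 2), and replicate 2 had the longer list with both antibodies. In T47D the numbers were 736 ± 35.4 for HIF-1α and 424 ± 0.707 for HIF-2α (n = 2 each). A549 showed the opposite order, with 506 ± 175 HIF-1α peaks and 1219 ± 231 HIF-2α peaks (n = 2 each). Averaged over the cell lines, HIF-1α libraries held 1.83-fold more peaks (0.263 on the log10 scale, higher in 3 of 4 cell lines). That did not pass the threshold in a two-sided exact permutation test that exchanged isoform labels within cell lines (p = 0.108, 1296 relabellings, adjusted p = 0.11 over the family of 7 tests by the Benjamini-Hochberg method). The relabelled values also hold each cell line's own isoform difference, so the test is not a measure of replicate error alone. A549 decided this call: without it the difference was 0.482 on the log10 scale (exact permutation p = 0.00926).

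**Figure D1:**
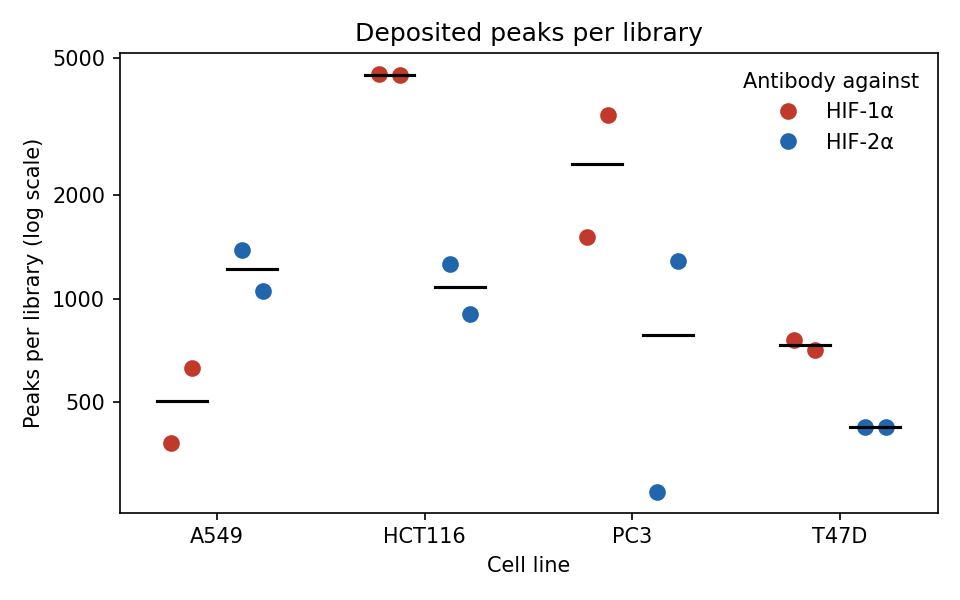
Number of deposited peaks in each of the 16 libraries (vertical axis, log scale) by cell line and antibody; points are replicate libraries and bars are means of 2 replicates. A549 is the cell line in which both HIF-2α libraries, with 1382 and 1056 peaks, lie above both HIF-1α libraries, with 382 and 629.

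Whether the ratio between isoforms differed from one cell line to another was tested on its variance over the cell lines. HIF-1α libraries held 4.20-fold more peaks in HCT116, 3.82-fold more in PC3 and 1.74-fold more in T47D, whereas HIF-2α libraries held 2.46-fold more in A549. The variance of 0.220 on the log10 scale did not pass the threshold (one-sided exact permutation p = 0.11, adjusted p = 0.11). Leaving out A549 moved it most, to 0.0444 (exact permutation p = 0.769). Leaving out HCT116 or PC3 brought it past the threshold, with variances of 0.244 (exact permutation p = 0.0185) and 0.263 (exact permutation p = 0.037). This planned test exchanges isoform labels, so that a difference common to all cell lines enlarges the variances it compares with, and it is not a measure of replicate error. In 1000 simulated sets with the same isoform difference in every cell line it made a call in 0.2%, and with the observed differences in 32.9%. The observed variance was 5.36 times the 0.0411 that the spread between replicates gives. With the mean isoform difference taken out before labels were exchanged, a test chosen after the data were seen, the exact permutation p was 0.0617. In simulated sets without a difference between cell lines that test made a call in 7.5 to 9.2%, and with the observed differences in 81.5%. The order in A549 is therefore described here, and whether it exceeds the error between libraries is left open.

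The second comparison concerned the position of peaks relative to genes. Distances were measured from the peak centre to the nearest transcription start site of a protein-coding transcript. The median distance was 1529 and 752 bp in the HIF-1α libraries of A549, and in those of the other cell lines 251.5 ± 16.3 bp in HCT116, 359 ± 84.5 bp in PC3 and 243 ± 9.55 bp in T47D (mean ± SD of the library medians, n = 2 each). In HIF-2α libraries it was 21281 ± 4271 bp in A549, 9440 ± 1537 bp in HCT116, 19485 ± 8423 bp in PC3 and 26196 ± 3336 bp in T47D (n = 2 each). HIF-1α peaks thus lay 44.9-fold nearer on average, a difference of -1.65 in median log10 distance that was in the same direction in 4 of 4 cell lines. It exceeded the spread between libraries (two-sided exact permutation p = 0.00154, the smallest the 1296 relabellings can give, adjusted p = 0.0027). Among the alternatives, restricting each library to peaks without an overlapping peak of the other isoform moved it most, to -2.08 (exact permutation p = 0.00154).

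The share of peaks within 1000 bp of a start site gave the same order. It was 49.1 ± 2.89% for HIF-1α against 17.0 ± 4.49% for HIF-2α in A549, 67.9 ± 1.18% against 32.1 ± 1.18% in HCT116, 61.6 ± 2.76% against 19.4 ± 7.74% in PC3 and 65.6 ± 0.149% against 18.2 ± 2.28% in T47D (SD, n = 2 each). The mean difference was 39.4 percentage points, positive in 4 of 4 cell lines (two-sided exact permutation p = 0.00154, adjusted p = 0.0027). Using 1 start site per gene moved it most, to 34.0 points (exact permutation p = 0.00154). Counting error alone gave 95% Wilson intervals of 10.4 to 18.6% in the shortest list, PC3 HIF-2α replicate 1, and of 67.4 to 70.1% in the longest, HCT116 HIF-1α replicate 2.

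**Figure D2:**
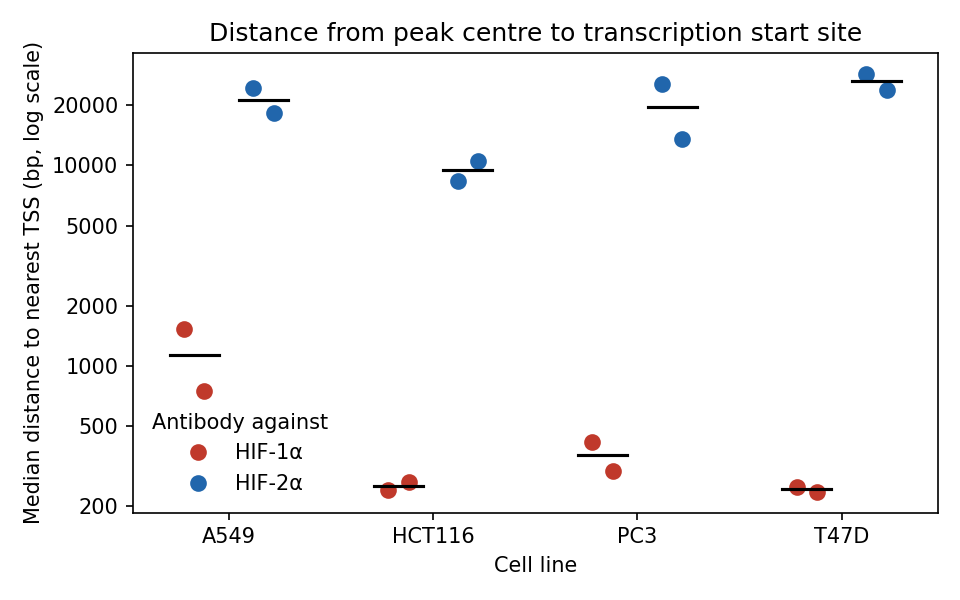
Median distance in bp from peak centre to the nearest start site of a protein-coding transcript (vertical axis, log scale) in each library, by cell line and antibody; points are replicate libraries and bars are means of 2 replicates. Library medians lie between 236.5 and 1529 bp for HIF-1α and between 8353 and 28555 bp for HIF-2α.

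To ask whether the isoforms occupied the same positions, peaks of both replicates that overlapped by at least 1 bp were merged into sites. This left 252 HIF-1α and 772 HIF-2α sites in A549, 2502 and 350 in HCT116, 1063 and 154 in PC3, and 439 and 180 in T47D. Sites found with both isoforms numbered 136 of 887 in A549 (15.3%, 95% Wilson interval 13.1 to 17.9%), 231 of 2621 in HCT116 (8.81%, 7.79 to 9.96%), 94 of 1123 in PC3 (8.37%, 6.89 to 10.1%) and 85 of 534 in T47D (15.9%, 13.1 to 19.3%). The shorter list of a cell line limits how high such a share can be. Of the HIF-2α sites, 17.6% in A549, 66.0% in HCT116, 61.0% in PC3 and 47.2% in T47D also carried HIF-1α. Of the HIF-1α sites, 54.0%, 9.23%, 8.84% and 19.4% in the same order also carried HIF-2α. The share of sites that carried HIF-2α, alone or with HIF-1α, was 86.9% in A549, 33.7% in T47D, 13.7% in PC3 and 13.4% in HCT116. These shares depended on how replicates were combined. Counting a site with a peak in either replicate gave 79.2% in A549, 43.5% in T47D, 30.8% in PC3 and 24.2% in HCT116, and A549 stayed highest. The largest change was in PC3, to 36.5%, when a site was called exclusive only if no library of that cell line held an overlapping peak of the other isoform.

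**Figure D3:**
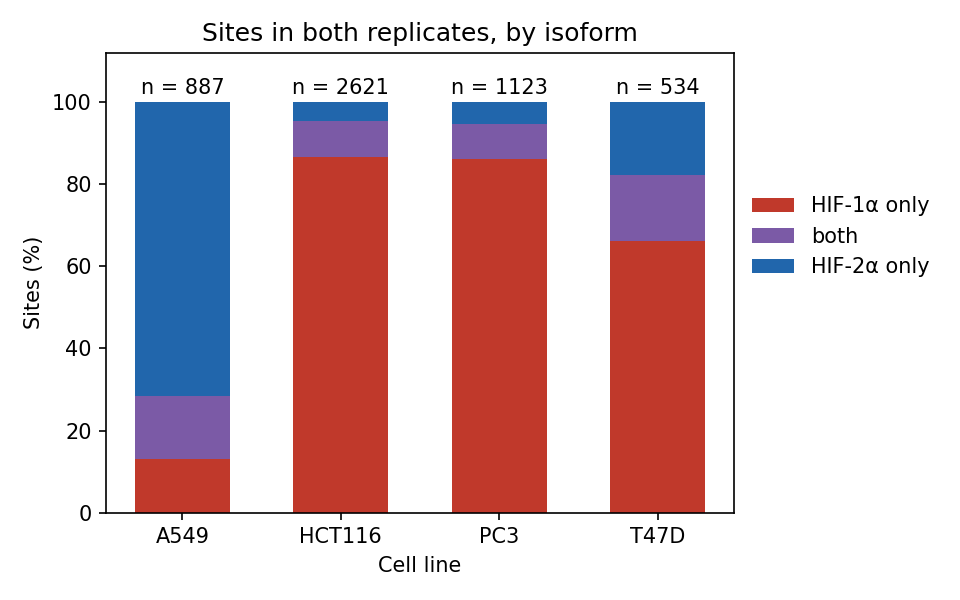
Percentage of sites present in both replicates (vertical axis) that were found with HIF-1α only, with both isoforms or with HIF-2α only in each cell line; the number of sites is given above each bar. HIF-2α-only sites make up 71.6% in A549 and 4.54% in HCT116.

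Sites of a single isoform differed in position as whole libraries did. The median distance of HIF-1α-only and HIF-2α-only sites was 233 and 23190 bp in A549, 168 and 29568 bp in HCT116, 268 and 26045 bp in PC3, and 161.5 and 31662 bp in T47D. A two-sided permutation test of mean ranks over sites, which are not independent replicates, gave p = 1e-05 in each cell line, the smallest its 100000 resamples can give. Sites of both isoforms lay in between, with medians of 3135 bp in A549, 737 bp in HCT116, 9066 bp in PC3 and 5357 bp in T47D.

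Similarity of whole peak lists was expressed as the Jaccard index, the number of shared sites divided by all sites of a pair of libraries. Its mean was 0.307 over the 8 pairs of replicates, 0.112 over the 16 pairs from 1 cell line with different isoforms, 0.113 over the 48 pairs from different cell lines with the same isoform, and 0.0691 over the 48 pairs that shared neither. Within cell lines, same-isoform pairs exceeded different-isoform pairs by 0.195 (one-sided exact permutation p = 0.0123, the smallest of the 81 possible splits, adjusted p = 0.0173). In the full lists the margin was smallest in PC3, at 0.0897, where the HIF-2α replicates had an index of 0.109. Taking the same number of peaks from every library moved the difference most, to 0.327 (exact permutation p = 0.0123). The margin was then 0.306 in PC3 and was smallest in HCT116, at 0.298.

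The next question was how far sites were common to cell lines. Of 3699 sites of either isoform, 2758 (74.6%) were found in 1 cell line, 580 in 2, 203 in 3 and 158 (4.27%) in all 4. HCT116 alone contributed 1752 of the sites found in 1 cell line. A log-linear model in which cell lines bind independently of each other expected 9.71 sites in all 4, so that the observed number was 16.3 times the expected one (95% interval from a bootstrap over chromosomes 13.7 to 19.7). The ratio was 1.13 (1.11 to 1.15) for 1 cell line, 0.54 (0.498 to 0.578) for 2 and 1.14 (1.01 to 1.28) for 3. The ratio for all 4 moved most, to 27.6, when sites were taken from the lower-numbered replicates only.

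**Figure D4:**
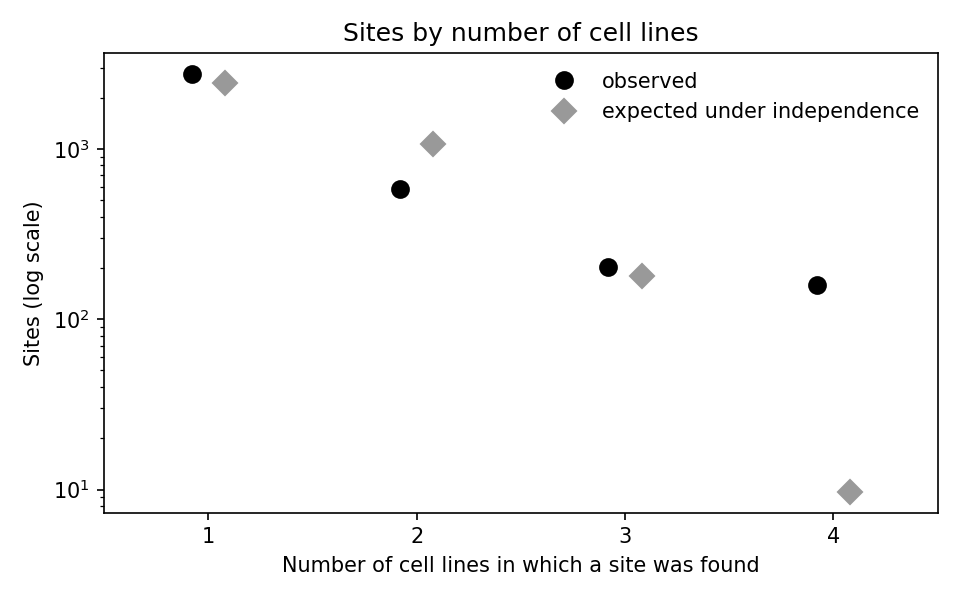
Number of sites (vertical axis, log scale) found in 1, 2, 3 or 4 cell lines, observed (circles) and expected when cell lines bind independently (diamonds). The 158 sites observed in all 4 cell lines compare with 9.71 expected.

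Sites in all 4 cell lines were set against sites in 1 for their distance to a start site. Their medians were 238.5 bp (95% bootstrap interval 171 to 401 bp, 158 sites) and 435 bp (373 to 525 bp, 2755 sites), a difference of -0.26 on the log10 scale (-0.434 to -0.0241). A two-sided permutation test of mean ranks over sites gave p = 0.00054, with the same reservation that sites are not replicates. The difference depended on the isoform. Among HIF-1α sites it was 0.0785 in the opposite direction (permutation p = 0.977), with medians of 265 bp in all 4 cell lines and 221 bp in 1. Among HIF-2α sites it was -1.86 (permutation p = 1e-05, the smallest possible), with medians of 293.5 and 21393 bp. HIF-1α-only sites of HCT116 made up 59.2% of the sites found in 1 cell line, and without HCT116 the medians were 248 bp in all 3 remaining cell lines and 6511 bp in 1, an alternative chosen after the data were seen.

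HIF binds the core sequence RCGTG, where R is A or G. The middle 200 bp of each peak were searched for it on either strand and set against windows of the same size 5000 bp to each side. RCGTG occurred in 48.5 to 70.6% of peak centres across the 16 libraries and in 19.9 to 26.1% of flanking windows. The mean excess was 36.1 percentage points (two-sided exact sign-flip permutation p = 3.05e-05 over the 16 libraries, the smallest possible, adjusted p = 0.000214). The flips treat the 16 libraries as independent, although libraries of a cell line share peaks. No test with cell lines as units was run for this excess. The largest change came from control windows with the same number of CpG dinucleotides, against which the excess was 15.7 points (exact permutation p = 3.05e-05). Under this control it remained positive in each of the 16 libraries and was lowest in HCT116, at 4.83 to 8.73 points against 9.76 to 27.1 points in the other 12 libraries. Ranked by the ratio of centre to flank among 512 strand-collapsed 5-mers, ACGTG stood between rank 3 and rank 69 and GCGTG between rank 57 and rank 152, below 5-mers that contain CpG. Ranked by the excess over CpG-matched windows, which was chosen after the data were seen, ACGTG was first in 12 of the 16 libraries. In HCT116 HIF-1α replicate 3, both HCT116 HIF-2α libraries and PC3 HIF-2α replicate 2, AGCAG, GCAGC, GCCCC and AGGGC stood first. These contain no CpG, and matching on CpG leaves other base composition unmatched. GCGTG stood between rank 46 and rank 422 in that ranking. Its excess ran from -6.22 in PC3 HIF-2α replicate 1 to 5.71 in T47D HIF-1α replicate 2, so the matched excess came mainly from ACGTG.

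**Figure D5:**
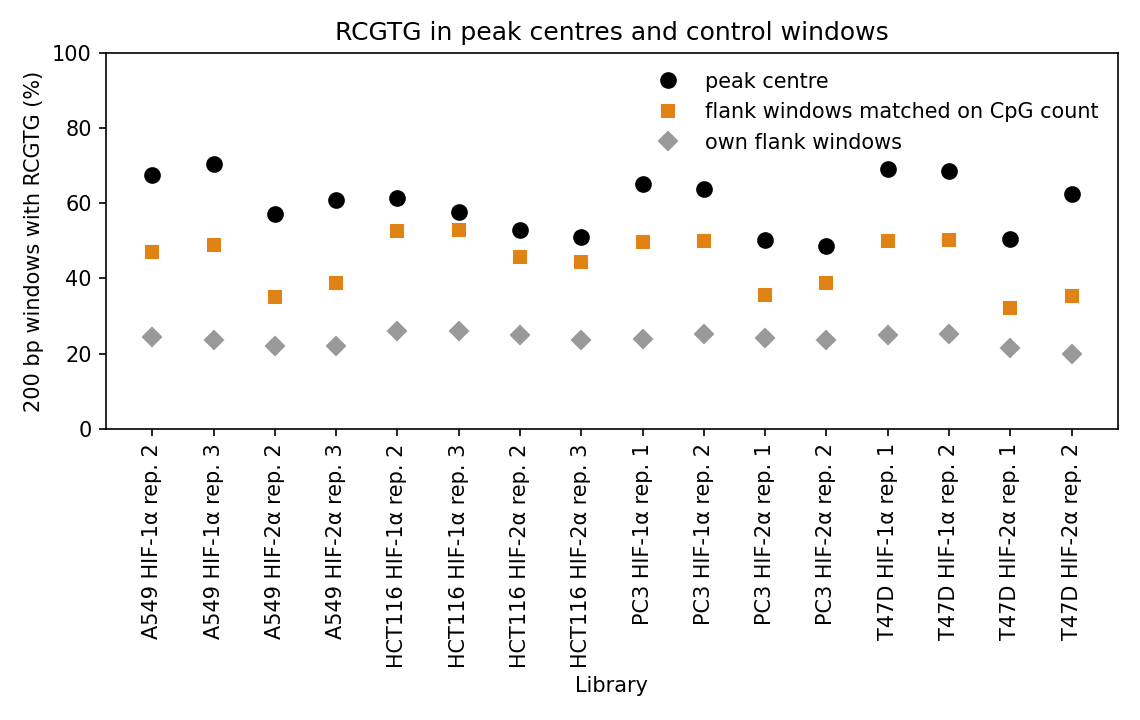
Percentage of 200 bp windows with RCGTG (vertical axis) in each library's peak centres (circles), in flanking windows of all libraries weighted to the same CpG counts (squares) and in its own flanking windows 5000 bp away (diamonds). Peak centres lie above both controls in all 16 libraries.

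RCGTG was more frequent in HIF-1α than in HIF-2α peak centres. The shares were 69.1 ± 2.09% and 59.1 ± 2.70% in A549, 59.5 ± 2.73% and 52.0 ± 1.30% in HCT116, 64.4 ± 1.01% and 49.4 ± 1.30% in PC3, and 68.9 ± 0.466% and 56.5 ± 8.50% in T47D (SD, n = 2 each). The mean difference was 11.2 percentage points, positive in 4 of 4 cell lines (two-sided exact permutation p = 0.00154, adjusted p = 0.0027). Alternatives based on the score gave different answers: under a stricter score threshold of 74.55 it was 3.05 points (exact permutation p = 0.434), and in the 275 best-scoring peaks of each library it was 9.29 points (exact permutation p = 0.00154). In whole peaks it was 13.2 points (exact permutation p = 0.00309). It did not pass the threshold once the share in CpG-matched windows was subtracted from each library, which left -0.708 points (exact permutation p = 0.659).

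The study named a list of genes as common targets of HIF in its cell lines. The list holds 48 genes, and it was asked how many of them lay near the sites. A gene counted when it was among the 3 genes with the closest start sites. In the HIF-1α groups 43 listed genes had a site in A549, 48 in HCT116, 47 in PC3 and 47 in T47D. In the HIF-2α groups 42 had one in A549, 39 in HCT116, 24 in PC3 and 28 in T47D. All of these counts exceeded each of 10000 random gene lists matched on gene spacing, whose maximum was 26 in HCT116 HIF-1α. In all 8 groups, 18 of the 48 listed genes had a site, against at most 3 in a random list. With peaks of either replicate the number was 36, the alternative that moved it most. For sites of either isoform, 47 of the 48 genes were represented in all 4 cell lines. Because the study chose the list partly on these libraries, none of this is independent evidence. The listed genes with the fewest groups were PDLIM2, with 1 group, and HERC3, KDM4C, LONP1 and SAP30, with 4 groups each; KDM4C, LONP1 and SAP30 had sites in all 4 HIF-1α groups and in 0 HIF-2α groups. That zero depends on requiring both replicates, since with peaks of either replicate they had sites in 5, 6 and 5 groups. PDLIM2 had 2 groups with peaks of either replicate and 0 when only the closest gene or all annotated genes were considered, and its assignment may differ under the annotation that the study used.

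There were 24 sites present in both replicates of all 8 groups. Scores are those of the authors' peak caller and were ranked within each library. Coordinates are on GRCh37 and start sites are those of protein-coding transcripts. The highest mean rank, at the 99.3rd percentile, belonged to an intergenic site on chromosome 14 from 62217294 to 62218864, 11059 bp upstream of the nearest start site, that of SNAPC1. Its score was between 402 and 3093 in the 16 libraries, and it held 7 copies of RCGTG. The next was on chromosome 16 from 30074839 to 30077905, a site that spans a start site of ALDOA, with a mean percentile of 98.5. BHLHE40 was the nearest gene of a pair of sites on chromosome 3. The first, from 5019453 to 5022558, spans its start site and had the highest score of the list in both A549 HIF-2α libraries, 2828 and 2461. The second, from 5027455 to 5029501, lay 6561 bp downstream of the start, outside the representative transcript. The other 6 of the first 10 were nearest to GPI (chromosome 19, 34848212 to 34852249), ZNF395 (chromosome 8, 28268789 to 28270394), STC2 (chromosome 5, 172753688 to 172757722), LDHA (chromosome 11, 18415141 to 18417047), SLC16A3 (chromosome 17, 80183934 to 80191478) and KDM4B (chromosome 19, 4967690 to 4969496). All of these except the ZNF395 site, which lay 9373 bp upstream, span a start site of the gene.

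The best-ranked site of a single isoform was identified in each cell line. For HIF-1α in A549 and in T47D it was the same locus on chromosome 15, which spans a start site of FAM174B (93351260 to 93353292 in A549). That locus had a HIF-1α peak in all 8 HIF-1α libraries at or above the 99.1st percentile and a HIF-2α peak in 0 libraries. In HCT116 it spans the start site of NARF on chromosome 17 (80415268 to 80417507), with scores of 3100 and 2596 there and a HIF-2α peak in 1 library of another cell line, PC3 replicate 2, with a score of 68.0. In PC3 it spans the start site of PNRC1 on chromosome 6 (89790808 to 89792122), where 4 libraries of the other cell lines held a HIF-2α peak. For HIF-2α the sites spanned no start site and lay in an intron of MEGF6 on chromosome 1 in A549 (3426205 to 3427743), between genes 29568 bp from a UBR4 start site on chromosome 1 in HCT116 (19378668 to 19379665), 6431 bp upstream of SNAPC1 on chromosome 14 in PC3 (62221324 to 62224090), and in an intron of FPR3, 1036 bp upstream of an FPR1 start site on chromosome 19, in T47D (52308044 to 52308765). The upstream SNAPC1 site had a peak in 6 libraries, which were the HIF-2α libraries of A549, HCT116 and PC3. In other cell lines a HIF-1α peak was present at the MEGF6 site in 1 library, HCT116 replicate 2, with a score of 174, and at the FPR1 site in both libraries of PC3; at the UBR4 site it was present in 0 libraries.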

Values the study reported

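The study reported that the number of HIF binding sites per cell line, which were required to be present in the HIF-α and HIF-1β datasets, lay between 388 in RCC4 and 1,269 in HCT116. It described 48 genes that were bound and induced in all 6 of its cell lines and stated that these were bound by both isoforms in all 36 ChIP-seq datasets. The median distance from binding site to start site was given as 426 bp for these common genes and as 12,226 bp for genes bound and regulated in fewer or single cell lines.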

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

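The pairwise comparisons of cell lines, the test with the mean isoform difference taken out, the test of distances with equal numbers of peaks, the use of the A549 distances and of the stricter threshold to weigh explanations, and the tests on sequences outside the chromosomes compared were chosen after the results they bear on had been seen; the test over all 4 cell lines and the stricter threshold itself were planned.

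In A549 both HIF-2α libraries held more peaks than both HIF-1α libraries, whereas in HCT116, PC3 and T47D both HIF-1α libraries held more than both HIF-2α libraries. The log10 ratio of HIF-1α to HIF-2α peaks differed between A549 and HCT116 by -1.02, between A549 and PC3 by -0.974 and between A549 and T47D by -0.632. Each of these pairwise differences had an exact permutation p of 0.0556, the smallest that 36 relabellings can give, so that no pair of cell lines could pass the threshold, and the planned test over all 4 cell lines did not pass it (exact permutation p = 0.11). That test loses power when the isoforms differ in every cell line; with the mean isoform difference taken out it gave an exact permutation p of 0.0617, an outcome that also depends on whether replicate numbers pair the libraries. An exchange of the isoform labels in A549 is argued against by the position of its peaks: the libraries labelled HIF-1α lay nearer to start sites by -1.29 in median log10 distance, as in the other cell lines. A lower depth of the A549 HIF-1α libraries cannot be told apart from fewer bound sites, because read totals are not known. Under the stricter threshold the A549 log10 ratio was -0.486, which does not separate them. A difference between cell lines in the amount of HIF-2α is the biological explanation that the design names. It was not tested here, where no protein was measured; the study described relatively more HIF-2α protein in A549.

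The isoform difference in median log10 distance to start sites also varied between cell lines, from -1.29 in A549 to -2.03 in T47D, with a variance of 0.0939 over the cell lines. That is 6.69 times what the spread between replicates gives. With the mean isoform difference taken out, the exact permutation p was 0.0201, and 0.0802 after adjustment over the 4 measures examined in this way, and that test calls somewhat too often in simulated sets. It treats replicate numbers as unrelated, and the outcome depends on whether they pair the libraries, which the labels do not state. Whether the difference varies between cell lines by more than error is therefore left open. Unequal numbers of peaks cannot be told apart from a difference in binding as its source. With the same number of best-scoring peaks in every library the variance was 0.0682 (exact permutation p = 0.037, unadjusted), and HCT116 in place of A549 had the smallest difference, -1.28. A biological difference between the cell lines stays open and was not tested.

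Peaks also occurred outside chromosomes 1 to 22, X and Y, which the comparisons of distance and motif did not use. There were 28 on unplaced or alternate sequences in 9 libraries; 17 of them were in HCT116, and their median score percentile was 41.7. Sequence present in many copies might gather reads there. Of the 13 sequences with such peaks, 4 carried them in more than 1 cell line and 1 in more than 1 cell line and with both antibodies. These are too few to separate repeated sequence from binding, so the explanations cannot be told apart, and no biological explanation was tested.

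T47D HIF-2α replicate 1 held a mitochondrial peak, from position 1 to 2616 of that chromosome, with a score of 1307, the highest score of that library. It was found in 1 library and in no other, its replicate included. A candidate explanation is mitochondrial DNA that stayed in 1 library. A single library cannot decide it, so that it cannot be told apart from other causes, and no biological explanation was tested.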

How the results depend on the processing

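The alternatives added after seeing the data were the excess of RCGTG over CpG-matched windows between isoforms, the distances without HCT116 and, for the isoform ratio between cell lines, the mean isoform difference taken out before labels were exchanged, without and with a replicate block. The others were fixed before the data were examined, except that the planned CpG-matched control for the RCGTG excess was to draw windows and was replaced by the mean over all windows of equal CpG count. Over the main comparisons, 57 alternative values with a test kept their direction and their side of the threshold, 4 gained and 4 lost the threshold, and 2 changed direction. Of the values without a test, which include every fit that left out one library, 109 changed by less than preset limits and 22 by more. Of the values for single sites and genes, 53 stayed within such limits and 3 moved beyond them. Some of the 53 changed, such as LONP1, from 4 groups to 6 with peaks in either replicate.

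The isoform differences in distance and in promoter share kept their direction under every alternative run and stayed past the threshold under every alternative that was tested, with one exception; fits that left out one library carried no test. Distance lay between -1.69 and -1.61 on the log10 scale across the 16 fits that each left out one library, promoter share between 38.0 and 40.7 percentage points, RCGTG share between 9.74 and 12.7 points, the RCGTG excess between 35.4 and 36.8 points, and the log10 difference in peak number between 0.180 and 0.347. That exception was the test with cell lines as units, which left distance at -1.65, promoter share at 39.4 points and RCGTG share at 11.2 points with an exact p of 0.125 each. That is the smallest 4 cell lines can give, so it says nothing about stability. The variance of the isoform ratio between cell lines lay between 0.176 and 0.320 across fits without one library; no test with cell lines as units exists for it, so that was not run.

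Calls that changed were as follows. Without A549 the difference in peak number was 0.482 and passed the threshold. The variance of the isoform ratio passed it without HCT116 (0.244) and without PC3 (0.263). The RCGTG difference between isoforms did not pass it under the stricter threshold, at 3.05 points, and was -0.708 points against CpG-matched windows. The distance between sites in all cell lines and in 1 was 0.0785 for HIF-1α sites only, against -0.26 for either isoform; the cause was not tested there beyond the split by isoform.

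The share of sites with HIF-2α moved with the way replicates were combined. With peaks in either replicate it was 79.2% in A549, 24.2% in HCT116, 30.8% in PC3 and 43.5% in T47D. Site lists of 1 replicate gave from 74.8 to 86.2% in A549, from 18.0 to 24.2% in HCT116, from 16.2 to 31.9% in PC3 and from 39.6 to 41.9% in T47D. When a site was called exclusive only if no library held a peak of the other isoform, it was 25.1% in HCT116, 36.5% in PC3 and 41.8% in T47D. The stricter threshold gave 89.6% in A549 and 10.6% in PC3, and the reciprocal overlap gave 8.71% in PC3. The cause of these shifts was not tested. The ratio of observed to expected sites in all 4 cell lines was 25.0 for HIF-1α sites, 23.7 for HIF-2α sites and from 19.4 to 27.6 in lists of 1 replicate. The number of listed genes in all 8 groups was 36 with peaks in either replicate.

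Replicate numbers were shared by the libraries of a cell line, and the labels state no link between them. As a check of the pairing, different-isoform libraries of the same number were more alike than those of different number by a Jaccard index of 0.00675 on average (exact permutation p = 0.125, the smallest possible), and their peak numbers deviated in the same direction in HCT116 and PC3 and in opposite directions in A549 and T47D. Their median log10 distances deviated in the same direction in 4 of 4 cell lines, and their promoter and RCGTG shares in 3 each, so whether the numbers mark a shared preparation is not settled. With the replicate number as a block the differences are the same by construction, and the exact sign-flip p was 0.00781 for the distance of -1.65, the promoter share of 39.4 points and the RCGTG share of 11.2 points, and 0.156 for the peak number difference of 0.263 and the variance of 0.220. The block changed no call of the planned tests; for the variance it shares the weakness that a common isoform difference enlarges the variances compared. With the mean isoform difference taken out as well, the block brought the variance of 0.220 in peak number past the threshold (exact permutation p = 0.00781, the smallest possible), and likewise the variance of 0.0939 in distance (exact permutation p = 0.00781), which was 26.5 times what paired errors give, and that of 45.7 in promoter share (exact permutation p = 0.0234). The variance of 10.0 in RCGTG share did not pass it (exact permutation p = 0.375). Adjusted over these 4 measures, the exact permutation p was 0.0156 for peak number and for distance and 0.03125 for promoter share. These tests were chosen after the data were seen, and in simulated sets without a difference between cell lines the blocked one made a call in 11.7%, above its nominal rate.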

Other observations

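The tests on CpG content between isoforms, on weak peaks in HCT116, on distances without HCT116, on TGASTCA by distance, on genome bins and on replicates of groups other than PC3 were chosen after the results they bear on, or parts of them, had been seen. So was the use of equal numbers of peaks to weigh an explanation of the isoform difference in distance, but that comparison itself was planned.

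HIF-2α peaks lay farther from start sites than HIF-1α peaks. Unequal numbers of peaks passing the threshold are argued against, since the difference was -1.60 on the log10 scale with the same number of best-scoring peaks in every library (exact permutation p = 0.00154, the smallest possible). Promoter background in the HIF-1α libraries, with no more RCGTG than windows of equal CpG count, was also weighed. HIF-1α-only sites within 1000 bp of a start site carried RCGTG more often than CpG-matched windows, by 14.8 percentage points in A549 (95% bootstrap interval 4.63 to 23.0), 6.80 in HCT116 (4.52 to 9.31), 16.4 in PC3 (13.1 to 19.5) and 21.1 in T47D (15.9 to 26.9). Background of that kind alone is therefore argued against in each of the 4 cell lines, with the smallest margin in HCT116. Counts of 20 or more CpG were pooled, so CpG was not held equal among the richest windows. The RCGTG share of promoters without HIF peaks was not measured, so background that resembles them is not excluded. A part of the sites may still be background, most of all in HCT116. A difference between the isoforms themselves stays open as a hypothesis.

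The higher share of RCGTG in HIF-1α peaks may come from the CpG content of their centres. After subtraction of the share in windows with equal CpG counts the isoforms differed by -0.708 percentage points (exact permutation p = 0.659). Peaks near start sites are rich in CpG, so the motif difference and the distance difference may not be separate results.

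RCGTG exceeded CpG-matched windows by less in the 4 HCT116 libraries, 4.83 to 8.73 percentage points, than in the other 12 libraries, 9.76 to 27.1 points. A candidate explanation is that many HCT116 peaks are weak ones near the authors' threshold. The scores themselves are mixed on this. Median scores were 78.2 and 75.5 in the HCT116 HIF-1α libraries, within the range of the other cell lines, and 61.8 and 60.2 in the HCT116 HIF-2α libraries. PC3 HIF-2α replicate 1 had the lowest median score, 57.15, with an excess of 14.8 points. In the 275 best-scoring peaks of each library the HCT116 mean rose from 6.88 to 18.3 points, and all 4 HCT116 libraries, at 17.4 to 20.1 points, lay within the range of the others, 14.8 to 35.9 points. That range owes its lower end to the HIF-2α libraries of PC3, of which replicate 1 holds only 275 peaks; without them the lowest was 19.9 points, and 3 of the 4 HCT116 libraries lay below it. The 275 best peaks are also a small part of the HCT116 HIF-1α lists, which hold 4505 and 4465 peaks. The rise therefore does not show that weak peaks account for the deficit, though they may account for a part of it. In peaks below the median score of each library the excess was 0.365 to 6.33 points in HCT116 and 2.81 to 22.8 points in the others. Whether the weak peaks are bound through another sequence or are background was not tested.

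Sites in 1 cell line lay only slightly farther from start sites than sites in all cell lines. HIF-1α sites of HCT116 alone may contribute to this: without HCT116 the difference grew to -1.42 on the log10 scale (permutation p = 1e-05, the smallest possible), with medians of 248 and 6511 bp. They are not the only condition for it. With HCT116 kept and sites taken from either replicate the difference was -1.41 (permutation p = 1e-05), with medians of 237 and 6132 bp, so the small difference also depends on requiring both replicates. The HIF-1β filter that the study applied is not part of the lists analysed here.

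The number of sites in HCT116 here was 2621. That is higher than the value quoted from the study above, which also required HIF-1β and further filters that the lists used here had not passed. The median distance of sites in all cell lines was 238.5 bp. That is lower than the value quoted from the study above, which was for genes. The median distance of sites in 1 cell line was 435 bp. That is also lower than the quoted value, which was for genes both bound and regulated, so the measures are unlike. The median here also depended on the set of sites. It was 6511 bp without HCT116 and 6132 bp with peaks of either replicate. The number of listed genes with a site in all 8 groups was 18. That is lower than the number quoted from the study above. With peaks of either replicate the number here was 36.

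Sites in all 4 cell lines were more numerous than independence gives. A mixture of sites near to and far from start sites, each class independent within itself, is argued against: the ratio of observed to expected was 21.0 (95% bootstrap interval 17.6 to 26.1) within 1000 bp and 16.4 (11.7 to 22.2) farther away. Other properties by which some sites are easier to detect in every cell line were not tested, and a set of sites bound by HIF in all of them stays open.

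The heptamer TGASTCA, where S is C or G, is bound by the AP-1 family of transcription factors. Its share of peak centres was higher with HIF-2α than with HIF-1α by 12.5 percentage points in A549 and by 8.01 points over all cell lines (in 4 of 4 cell lines, exact permutation p = 0.00154, the smallest possible). A difference in the share of peaks within 1000 bp of a start site is argued against as the whole cause. Among peaks more than 1000 bp away the difference was still 5.29 points (4 of 4 cell lines, exact permutation p = 0.00617). It was 10.6 points in A549, 4.57 in PC3, 4.19 in HCT116 and 1.80 in T47D, and the difference between cell lines was not tested. Distance beyond 1000 bp and CpG content were not matched between the isoforms. In T47D the shares over all peaks lay near those of flanking windows. They were 5.45 and 6.84% against 4.38 and 3.89% with HIF-2α, and 2.76 and 2.54% against 3.42 and 2.18% with HIF-1α. That HIF-2α peaks lie more often at AP-1-bound enhancers is a hypothesis that peak lists of HIF alone cannot decide.

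Replicate 2 of PC3 held more peaks than replicate 1 with both antibodies. That replicate 1 detected only the stronger sites cannot be told apart from other causes. Replicate 2 peaks shared with replicate 1 had a median score percentile of 81.7 with HIF-1α and 92.7 with HIF-2α, against 38.9 and 44.9 for the others. In the other 6 groups shared peaks also ranked above the middle of the longer list, at percentiles of 68.6 to 84.0, so the ranks do not set PC3 apart in kind. Of the replicate 1 peaks, 70.3% with HIF-1α and 56.4% with HIF-2α were found in replicate 2, and the rest were not; the corresponding share of the shorter list was 38.8 to 73.4% in the other groups. No biological explanation was tested, as replicates have none in the design.

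The end of chromosome 8, from 140000001 to 146364022, held 68 and 103 peaks in the HCT116 HIF-1α libraries and 29 and 19 in the HCT116 HIF-2α libraries, which is 1.51 to 2.31% of their peaks. In the other 12 libraries it held from 0 to 17 peaks, at most 1.12%. A property of the region in that cell line which acts on both antibodies, such as a gain in copy number, could produce this. Of 70 bins of 5 Mb with at least 30 HCT116 HIF-1α peaks and with peaks of both isoforms in the other cell lines, the 5 with the highest HIF-1α share relative to the other cell lines had a mean HIF-2α ratio of 19.5, at percentile 100 of 10000 random sets of 5 bins. This chromosome end makes up 2 of the 5 bins, one of them with a ratio of 60.7, so the mean is not independent of it. The ratios rest on few HIF-2α peaks in the other cell lines, and in 1 of the 5 bins, on chromosome 22, the HIF-2α ratio was below 1, at 0.454. In checks added after that value was seen, the median of the 5 ratios was at the 99.99th percentile, and with only HIF-2α peaks that had no overlapping HIF-1α peak the difference in share was at the 96.9th. Copy number was not measured here, and regional differences in chromatin would predict the same.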
